A study of Mus musculus with 24 samples.

How the data were processed

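The series holds RNA-seq of mouse embryonic stem cells of the KH2 line, in 24 libraries. Each line carries a DUX transgene behind a doxycycline-responsive promoter, as the titles (TRE_DUX) record. Doxycycline (DOX), the inducer, was given for 16 h, per the labels' protocols. Libraries were made with a strand-specific kit after rRNA depletion and sequenced as paired 75 bp reads, per the labels' protocols. Each deposited table holds raw counts, as whole numbers, per gene and per repeat subfamily in a single column, per the file headers. The aligner, the counting tool, the genome build and the treatment of reads that match several places are not stated in the labels or headers. No replicate is described as pooled. All 24 tables were used, and no library, gene or repeat subfamily was left out apart from the filter on low counts described below.

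Groups were taken from the sample titles. They give 12 groups of 2 libraries: WT and DUXBL-KO (8 libraries, called the plain set here), and WT pLV2 line 1, WT pLV2 line 2, TRIM24-KO pLV2 and TRIM33-KO pLV2 (16 libraries, the pLV2 set), each with and without DOX. The number after pLV2 in the WT titles is read here as a line number. The labels do not say what pLV2 is, nor which WT line belongs to which knockout, so the mean of both WT pLV2 lines was the reference and each line alone an alternative. As given below, TRIM33-KO lay nearer line 2 and libraries labelled TRIM24-KO nearer line 1. That mean may therefore not be a matched reference for either. The treatment tag disagrees with the title in 8 pLV2 libraries: 4 WT libraries with DOX in the title are tagged as untreated, and 4 knockout libraries without DOX in the title are tagged as treated. The titles were followed, and the Dux level in each library was inspected before any comparison. The plain and pLV2 sets were fitted apart.

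Gene IDs were matched to GENCODE mouse release M21 (GRCm38) for symbols and positions. Of 55487 gene IDs, 54349 matched with their version, 792 matched without it and 346 did not match. Dux is named Duxf3 in that release. Positions are those of GRCm38 and were not taken from the tables. The tables also hold 1146 repeat subfamilies. Reads of the transgene and of the endogenous Dux copies cannot be told apart in a count table.

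Library sizes and TMM factors were computed from gene counts, and repeat subfamilies used the same factors. Features were kept with filterByExpr by group, which left 18060 genes and 981 repeat subfamilies in the plain set and 18079 and 965 in the pLV2 set. Negative binomial models with 1 mean per group were fitted to each set with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest, 2-sided). The p-values were adjusted by the Benjamini-Hochberg method, for genes and repeat subfamilies separately within each of 17 contrasts, with a threshold of 0.05. The contrasts were DOX in each of 5 genotypes and sets, each knockout against WT without and with DOX, the interaction of each knockout with DOX, and WT pLV2 line 2 against line 1 in the same 3 forms. An interaction is the DOX effect of one line minus that of its reference. CPM values, computed here from the deposited counts, use the effective library sizes. A group counted as at the floor when its libraries all had 3 counts or fewer, and a fold against such a group was computed against 3 counts as a lower bound. Intervals and floors cover counting error only.

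Gene lists were tested with fry from limma 3.58.1, and the 28 list tests were adjusted together. A list of 37 genes marks the 2-cell-like state (2C list), a list of 19 genes marks pluripotency, and a list of 19 genes marks fibroblasts, all written from general knowledge. The fibroblast list served only to test RNA from feeder cells, and its tests were adjusted among themselves, apart from the 28. None of the 19 pluripotency genes was among the DOX-induced genes. The DOX-induced lists hold genes with an adjusted p under 0.05 and a log2 fold change of at least 1 with DOX in the WT of the other set, so that no list was tested on the libraries that defined it. The genes named in the text were the fixed set Dux, Duxbl1, Duxbl2, Duxbl3, Trim24, Trim33, Zscan4c, Zscan4d, Zfp352, Tcstv3, Pou5f1, Nanog, Zfp42 and the repeat subfamilies MERVL-int, MT2_Mm, L1Md_T, IAPEz-int and GSAT_MM. Per contrast, the 3 rising and 3 falling genes with the smallest p-value were added, among those past the threshold with a mean of at least 50 counts, a symbol and no overlap between the libraries of both arms. Groups, contrasts, tests, lists, this rule and the alternatives were chosen before the data were examined, with some exceptions. The alternative without CT010467.1 was chosen after seeing the data. So were the comparison of chromosomes, the test of the fibroblast list and the simulations with a dispersion for each group. The same holds for the other tests described below as chosen after the result was seen.

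The alternatives were median-of-ratios size factors (RLE), no filter on low counts, a filter at a mean of at least 10 counts, library sizes that include repeats, the replicate number as a block, only the compared groups in the fit, a minimum absolute log2 fold change of 1, DESeq2 1.42.0, each WT pLV2 line alone, camera with a preset correlation of 0.01 or an estimated one, a DOX-induced list with a minimum log2 fold change of 2, only genes induced in both WT sets, the counts without CT010467.1, and 24 fits that each left out 1 library. Whether replicate numbers pair libraries was checked by correlating the difference between replicates across groups. In the plain set all 6 pairs of groups correlated over 0.1, from 0.332 to 0.768, so the block is given beside plain-set results that it changes. In the pLV2 set 6 of 28 pairs did, between -0.175 and 0.386.

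The procedure was tested on simulated data drawn from the observed means and library sizes, with 200 changed genes and a single dispersion per design close to the fitted common dispersion (0.0311 in the plain set, 0.00762 in the pLV2 set). The changes were log2 values of 1 or 2 in either direction, in genes with a mean of at least 10 counts. No replicate effect was simulated, and smaller changes were not tested. In the plain design edgeR recovered 145 of 200 knockout differences among 17572 genes, with 7 wrong calls in 152, and 98 of 200 interactions. In the pLV2 design it recovered 176 of 200 differences among 17186 genes, with 7 wrong calls in 183, and 158 of 200 interactions. Contrasts without changed genes gave 0 calls in both designs. With fry, a list of 30 raised genes passed an unadjusted threshold of 0.05 in each design and a list of unchanged genes did not. Gene positions were used to compare chromosomes, over genes with a mean of at least 50 counts (12243 in the plain set and 11919 in the pLV2 set). GC content and length came from the same annotation and covered 100% of these genes. Figures were drawn with matplotlib 3.10.9.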

Results

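RNA was sequenced from mouse embryonic stem cells of the KH2 line that carry a doxycycline-inducible DUX transgene. DUX is a transcription factor that switches cells toward a state like the 2-cell embryo, and the series title places DUXBL in the exit from that state. The 24 libraries fall into 12 groups of 2. The plain set holds WT and DUXBL-KO, and the pLV2 set holds WT pLV2 line 1, WT pLV2 line 2, TRIM24-KO and TRIM33-KO, each without DOX and after 16 h of DOX. Counts assigned to genes ranged from 11784696 to 19136869 per library. Repeat subfamilies took between 7.58% of all counts (Wilson 95% interval 7.56 to 7.59, TRIM33-KO without DOX replicate 2) and 23.0% (22.96 to 23.00, TRIM33-KO with DOX replicate 1). The gene CT010467.1 took 30.4% of gene counts (30.41 to 30.46) in TRIM24-KO with DOX replicate 2 and 12.9% (12.84 to 12.87) in TRIM33-KO with DOX replicate 2. Its count in those libraries was 4051255 and 1514818. The common dispersion corresponded to a coefficient of variation of 17.6% in the plain set and 8.73% in the pLV2 set, so the plain set resolves smaller differences less well.

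The level of Dux and of the targeted genes was compared with the labels in every library. Dux (Duxf3, ENSMUSG00000075046.7, chromosome 10, 58229979 to 58232675) had between 0 and 2 counts in each of the 12 libraries without DOX in the title. With DOX it had 23 and 20 counts in WT, 75 and 52 in DUXBL-KO, 95 and 110 in WT pLV2 line 1, 58 and 53 in line 2, 38 and 24 in TRIM24-KO and 78 and 54 in TRIM33-KO. The Dux counts therefore follow the titles and not the treatment tags of the 8 libraries where these differ. Trim33 (ENSMUSG00000033014.12, chromosome 3, 103279293 to 103358775) had 20.8 ± 0.81 CPM (counts scaled to library size) without DOX and 17.5 ± 0.86 with DOX in TRIM33-KO (SD, n = 2). It had 139.96 and 136.4 CPM in the libraries of WT pLV2 line 1 and 115.5 and 117.7 in those of line 2, without DOX. The log2 fold change of Trim33 against WT was -2.61 ± 0.07 (SE) without DOX, with an adjusted p of 5.96e-13, and -2.59 with DOX.

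The transcripts of the other targeted genes were not lowered past the threshold against WT, taken in the pLV2 set as the mean of both lines. Duxbl1 (ENSMUSG00000048502.14, chromosome 14, 25978577 to 25990088) had 24 and 6 counts in WT and 16 and 6 in DUXBL-KO without DOX, and 139 and 59 against 169 and 91 with DOX. The log2 fold change of DUXBL-KO against WT was -0.84 ± 0.97 without DOX (adjusted p 0.841, 0.70 without WT without DOX replicate 1) and 0.47 ± 0.69 with DOX (adjusted p 0.852). Trim24 (ENSMUSG00000029833.17, chromosome 6, 37870811 to 37966296) had 130.01 ± 9.67 CPM in TRIM24-KO without DOX and 121.9 ± 2.16 with DOX (SD, n = 2). The log2 fold change of Trim24 against WT was -0.03 ± 0.08 without DOX (adjusted p 0.828) and -0.14 with DOX. Against line 1 alone it was 0.42 (adjusted p 0.00309), and against line 2 alone it was -0.47 (adjusted p 5.45e-04, with 1.00 the highest over the alternatives). With DOX these values were 0.32 (adjusted p 0.0184) and -0.61 (adjusted p 7.02e-05). Trim24 itself was higher in line 2 than in line 1 by 0.89 without DOX, so its direction depends on the line chosen. The counts do not show whether these transcripts encode protein. The libraries are therefore called libraries labelled DUXBL-KO and labelled TRIM24-KO below, and every direction given for them rests on the label alone.

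**Figure D1:**
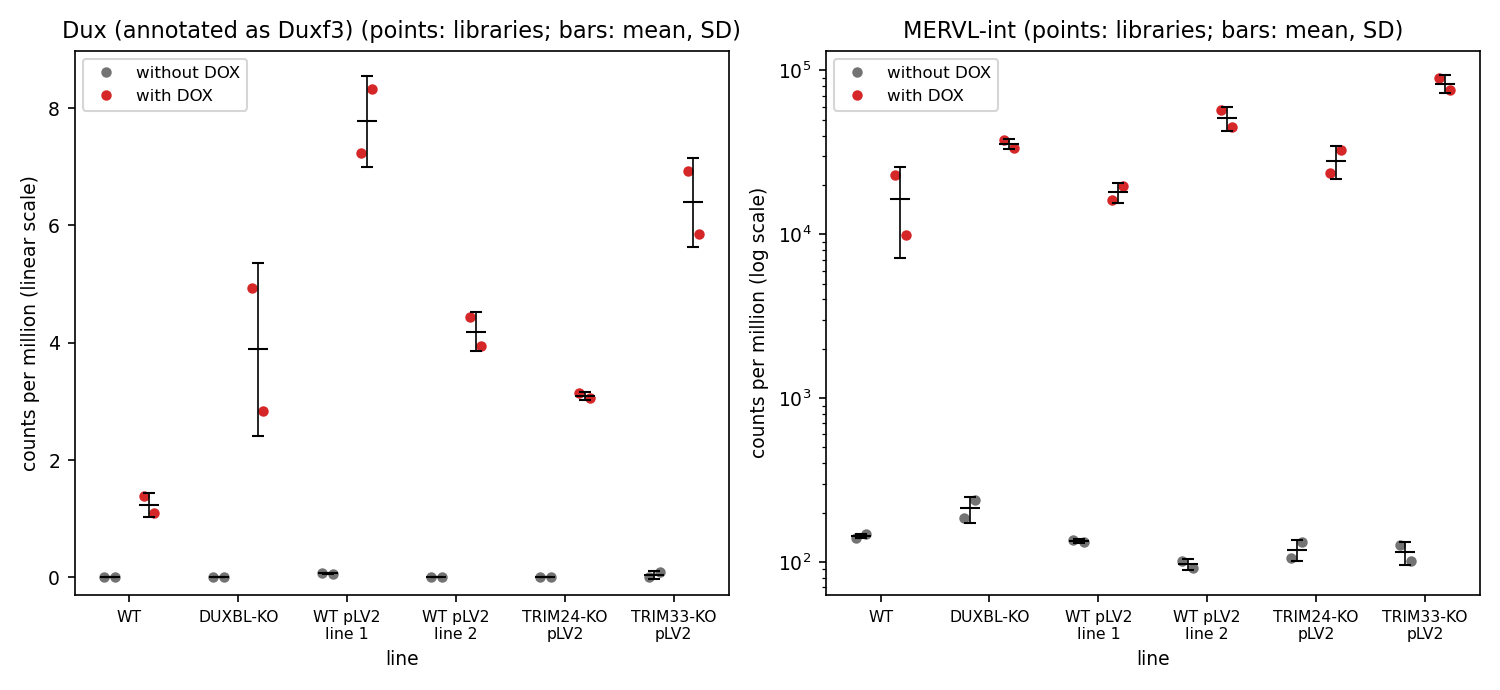
CPM of Dux (Duxf3, linear axis) and of the repeat subfamily MERVL-int (log axis) by line, with points for the 2 libraries of each group and a bar for their mean and SD. Dux rose from at most 2 counts to between 20 and 110 counts in every line, and MERVL-int rose to 9902 to 89940.8 CPM.

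The first question was which genes and repeats respond to DOX in unmodified cells. In WT, 538 of 18060 genes changed, 517 up and 21 down, and 88 of 981 repeat subfamilies changed, each of them up. The fit moved this count most when it held only the WT libraries, where 1 gene passed. With the replicate number as a block it was 929 genes (797 up, 132 down) and 152 repeat subfamilies. In WT pLV2, over both lines, 6145 of 18079 genes changed, 2803 up and 3342 down, and 733 of 965 repeat subfamilies, 728 of them up. The direction of that gene count depended on scaling, since RLE factors gave 3112 up and 2740 down and DESeq2 gave 2695 up and 2069 down. Line 1 alone gave 2907 genes and line 2 alone 4788. A log2 fold change of at least 1 held for 509 of the genes in WT and for 1650 in WT pLV2 (1481 up, 169 down). Of the 517 genes that rose in WT, 513 also rose in WT pLV2, and of the 21 that fell, 13 also fell there.

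MERVL-int, the internal part of an endogenous retrovirus, rose by 6.83 ± 0.44 (log2, SE) in WT and by 8.05 ± 0.15 in WT pLV2, with adjusted p of 5.03e-04 and 1.37e-16. Its flanking repeat MT2_Mm rose by 6.23 and 7.76. GSAT_MM rose by 5.64 in WT pLV2 (adjusted p 6.38e-14), and its rise of 2.36 in WT had an adjusted p of 0.0792, or 0.00164 with the replicate block (7.84e-34 to 0.11 over the alternatives). Zscan4c was at least 1561-fold higher with DOX in WT, Zscan4d at least 1930-fold, Tcstv3 at least 270.1-fold, Zfp352 at least 254-fold and Dux at least 6.05-fold, since their libraries without DOX held 3 counts or fewer. Among other genes named by the rule, Gm5580 was at least 227-fold and Gm8994 at least 532-fold higher in WT, Usp9y rose by 4.91, and Zfp365, Lpin1 and Zmat3 fell by 1.05, 0.88 and 0.55 (log2). With only the WT libraries in the fit these calls, apart from that of Gm5580, had adjusted p between 0.0525 and 0.0776. In WT pLV2 the genes named were Tie1 (8.78), Tmem92 (10.62), Gm11543 (9.79), Kat2b (-0.58), Plekha2 (-0.82) and Elf3 (-0.64). Duxbl1 rose by 4.38 ± 0.25 in WT pLV2 (adjusted p 4.54e-10), while its rise of 2.43 ± 0.81 in WT did not pass (adjusted p 0.281). With the replicate block the latter had an adjusted p of 0.00236 (1.96e-08 to 0.388 over the alternatives). Leaving out WT without DOX replicate 1 gave 3.95 and leaving out WT with DOX replicate 1 gave 1.61 for that rise. IAPEz-int rose by 0.38 ± 0.20 in WT (adjusted p 0.31) and by 1.37 ± 0.09 in WT pLV2, and L1Md_T by 0.35 ± 0.13 (adjusted p 0.126) and 0.89 ± 0.28. The rise of L1Md_T in WT pLV2 passed over both lines (adjusted p 0.00864) but not in line 1 alone, with 0.41 (adjusted p 0.387). Zfp42 changed by 0.13 and -0.17, neither past the threshold.

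Of 37 genes on the 2C list, 34 were tested, and all 34 rose past the threshold with DOX in each of the 5 comparisons, adjusted over the list alone as well as over all genes. The list was called by fry in each (adjusted p 0.00341 in WT and 2.37e-08 in WT pLV2) and by camera with either correlation. With only the WT libraries in the fit the adjusted p in WT was 0.0768, the highest over the alternatives, of which the lowest was 2.29e-221. The median fitted log2 fold change was 11.50 in WT and 10.07 in WT pLV2, or 8.33 and 9.76 with floor genes at their bound. All 34 genes are also among the genes induced by DOX in these libraries. The 19 pluripotency genes had a median of -0.04 in WT (adjusted p 0.606, 0 called, also adjusted over the list alone) and -0.17 in WT pLV2 (adjusted p 8.54e-05, 11 called and 13 adjusted over the list alone). Without WT with DOX replicate 2 the median in WT was -0.08, and without WT with DOX replicate 1 it was -0.02. Nanog rose by 0.28 ± 0.05 in WT pLV2 (adjusted p 6.66e-04), and Pou5f1 changed by -0.13 ± 0.05 (adjusted p 0.0502). The pluripotency call in WT pLV2 held under camera with the preset correlation (adjusted p 0.0313) and not with the estimated correlation (0.37), and it ran from 2.92e-05 to 0.37 over the alternatives.

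DOX changed 889 genes in libraries labelled DUXBL-KO (817 up, 72 down) and 287 repeat subfamilies, all up. With the replicate block the gene count was 1536 (1214 up, 322 down). It changed 2942 genes in libraries labelled TRIM24-KO (2060 up, 882 down) and 547 repeat subfamilies (540 up). In TRIM33-KO it changed 6572 genes, 2961 up and 3611 down, and 757 repeat subfamilies (747 up). RLE factors gave 3480 up and 2659 down there, so the larger direction depended on scaling. Of the 517 genes that rose in WT, 513 rose in libraries labelled DUXBL-KO, 511 in those labelled TRIM24-KO and 515 in TRIM33-KO. Of the 21 that fell in WT, 17, 2 and 6 fell in these lines. MERVL-int rose by 7.39 ± 0.45, 7.88 ± 0.21 and 9.49 ± 0.22 (log2, SE) in these lines. The 2C list had median fitted log2 fold changes of 9.83, 9.25 and 11.42, or 9.14, 8.92 and 10.99 with floor genes at their bound, and adjusted p of 0.00144, 1.12e-07 and 4.69e-08. The pluripotency list changed by -0.07 (adjusted p 0.442, 0 called), -0.19 (3.80e-04, 10 called and 12 adjusted over the list alone) and -0.40 (1.00e-05, 12 called under either adjustment). Leaving out 1 library moved the first of these to -0.18 (without DUXBL-KO without DOX replicate 2) and the second to -0.11 (without TRIM24-KO with DOX replicate 2). With the estimated correlation the adjusted p of the last pair was 0.231 and 0.183, the highest over the alternatives, whose lowest were 1.39e-04 and 4.23e-06. Among the genes named by the rule, Mcam fell by 1.08 in libraries labelled DUXBL-KO, Nupr1 fell by 2.05 in libraries labelled TRIM24-KO and Skil fell by 1.18 in TRIM33-KO.

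The comparison of libraries labelled DUXBL-KO with WT asked whether loss of DUXBL changes the response. Without DOX, 7 of 18060 genes differed, each lower, and 0 of 981 repeat subfamilies, with 44 at an unadjusted p under 0.05. With DOX, 13 genes differed (3 higher, 10 lower), and 0 repeat subfamilies, with 210 at an unadjusted p under 0.05. These counts rested most on the filter and the block. They were 545 and 837 genes without a filter on low counts, 402 and 459 with the replicate block, 171 and 164 with DESeq2, and 0 (with 1264 at an unadjusted p under 0.05) and 1 with only the compared groups. Without DOX, Avl9 (-1.36 ± 0.11), Sfi1 (-1.80 ± 0.16) and Plekha8 (-1.09 ± 0.10) were named by the rule, each with an adjusted p of 0.0395. With DOX, Mgll was higher by 5.15 ± 0.34 (adjusted p 0.0145), Tsn by 0.80 and Atp2a2 by 0.81, and Plekha8, Prag1 and Snx10 were lower by -1.04, -1.26 and -1.43 (adjusted p 0.0356 each). Avl9, Plekha8 and Snx10 lie between 40 and 60 Mb of chromosome 6, where 57 of 68 genes were lower, as described below. The interaction with DOX held for 0 genes, with 97 at an unadjusted p under 0.05, and for 0 repeat subfamilies, with 18. Unchanged features alone would place a share of about 0.05 of the 18060 genes and 981 repeat subfamilies there. The observed numbers are far lower, so this test was conservative and its 0 is weak evidence that the response was the same. With the block it held for 0 genes, with 256 at an unadjusted p under 0.05, with DESeq2 for 1 gene and without a filter for 11 genes and 4 repeat subfamilies.

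With DOX, Dux was higher in libraries labelled DUXBL-KO than in WT by 1.64 ± 0.41 (adjusted p 0.341), and MERVL-int was higher by 1.11 ± 0.34 (adjusted p 0.188). Under DESeq2 the adjusted p of MERVL-int was 0.0262 (1.17e-20 to 0.235 over the alternatives), and its difference was 0.63 without WT with DOX replicate 2 and 1.84 without WT with DOX replicate 1. The MERVL-int level was 22999.7 and 9902 CPM in the libraries of WT and 37436.4 and 33661 in those labelled DUXBL-KO, so the WT libraries differed from each other by more than the lower DUXBL-KO library differed from the higher WT one. Zfp352 was higher by 1.14 (adjusted p 0.448), or by 1.30 with the block (adjusted p 0.0471, and 2.40e-07 to 0.585 over the alternatives). Of the 34 tested 2C genes 33 were higher, with a median of 0.59 and 0 called under either adjustment, and fry gave an adjusted p of 0.375. This median was 0.07 without WT with DOX replicate 2 and 1.47 without WT with DOX replicate 1. Of 1255 tested genes on the DOX-induced list, 1042 were higher, with a median of 0.62 and an adjusted p of 0.244, and 1 gene was called under either adjustment. Without the same WT libraries the median was 0.25 and 1.23. Camera with the preset correlation called both lists (adjusted p 2.45e-09 and 7.20e-24), and fry called neither, with adjusted p up to 0.613 and 0.483 over the alternatives. Without DOX the 2C median was 1.99 (adjusted p 0.559, 0 called under either adjustment), with each of the 34 genes at the floor in WT or in both groups, and 0.53 over the 17 genes with a bound. It was 0.77 without DUXBL-KO without DOX replicate 2. The DOX-induced list had a median of 0 (adjusted p 0.941). The lists' interactions were -1.27 (2C, adjusted p 0.898, with all 34 genes at the floor and therefore no bound on the median) and 0.38 (DOX-induced, adjusted p 0.941, 0 called and 1 adjusted over the list alone), and they lay between -1.87 and -0.39 (without WT without DOX replicate 1 and without DUXBL-KO without DOX replicate 2) and between 0.10 and 0.82 (without WT with DOX replicate 2 and replicate 1).

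Libraries labelled TRIM24-KO were compared with the mean of both WT pLV2 lines. Without DOX 7813 genes differed (3770 higher, 4043 lower) and 56 repeat subfamilies. The larger direction of these genes depended on scaling, with 4044 higher and 3626 lower under RLE factors, 4131 and 3550 without CT010467.1 and 3425 and 3056 under DESeq2. With DOX 7349 genes differed (4098 higher, 3251 lower) and 79 repeat subfamilies (31 higher, 48 lower). A log2 fold change of at least 1 moved the gene counts most, to 2279 and 2249. Against line 1 alone they were 6100 and 5791 genes, and against line 2 alone 8681 and 8444. Repeat subfamilies numbered 148 and 110 against line 1 alone and 51 and 363 against line 2 alone. Of those called against each line with DOX, 33 had the same direction and 26 opposite directions. Of the genes called against each line without DOX, 3899 had the same direction and 404 opposite directions. The genes named without DOX were AC131065.2 (3.88), Bmp4 (3.20), Abca1 (4.49), Uchl1 (-1.96), Gabarapl1 (-2.23) and Aff1 (-1.63). With DOX, MERVL-int differed by -0.11 ± 0.14 (adjusted p 0.678), or by 0.09 without TRIM24-KO with DOX replicate 1. It was higher by 0.64 than in line 1 alone (adjusted p 0.0147) and lower by -0.87 than in line 2 alone (adjusted p 6.02e-04, with 0.735 the highest over the alternatives). Dux was lower by -0.88 ± 0.24 (adjusted p 0.00818, or 0.211 against line 2 alone, with 0.00119 the lowest over the alternatives), and Zscan4c by -0.64 (adjusted p 0.00545). The value of Zscan4c rested on line 2, with 0.12 against line 1 alone (adjusted p 0.674) and -1.40 against line 2 alone (adjusted p 1.47e-05). Zfp352 was higher by 0.71 (adjusted p 6.08e-04), with a direction that flipped to -0.09 against line 2 alone. The 2C list had a median of -0.51 (25 called under either adjustment, adjusted p 0.244), which was -0.34 without TRIM24-KO with DOX replicate 1. In all, 9 of its 34 genes were higher. The list median was 0.07 against line 1 alone and -0.94 against line 2 alone (adjusted p 0.00503, with 0.617 the highest over the alternatives). The DOX-induced list of 502 genes had a median of -5.91e-04 (227 called, 229 adjusted over the list alone, adjusted p 0.941), which ranged from -0.29 without TRIM24-KO with DOX replicate 2 to 0.24 without TRIM24-KO with DOX replicate 1. Without DOX the 2C median was 0.17 (adjusted p 0.941, 0 called under either adjustment), which was 0.61 without TRIM24-KO without DOX replicate 1 and -0.59 without replicate 2 of that group. The DOX-induced median was 0 (44 called, 25 adjusted over the list alone).

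The DOX effect in libraries labelled TRIM24-KO differed from that in WT pLV2 for 70 genes, 57 more positive and 13 more negative, and for 13 repeat subfamilies, 1 more positive. The fit shared its spread over groups, while libraries labelled TRIM24-KO with DOX had a common dispersion of 0.0160, or 2.10 times the pooled value. In the WT pLV2 groups it was 0.30 to 1.26 times that value. The p-values of contrasts that use TRIM24-KO with DOX may therefore be too small. The split of the genes depended on scaling, with 28 and 16 under RLE factors and 31 and 16 without CT010467.1. Without a filter the count was 224. Against line 1 alone 36 genes passed and against line 2 alone 61, of which 12 were shared in the same direction. For repeat subfamilies the counts were 5 and 137. The interactions of MERVL-int and MT2_Mm were -0.18 and -0.20 against the mean of the lines (adjusted p 0.671 and 0.628, and 5.94e-04 to 0.712 and 0.00327 to 0.691 over the alternatives). They took opposite directions by line, with 0.81 and 0.63 against line 1 alone (adjusted p 0.15 and 0.305) and -1.17 and -1.03 against line 2 alone (adjusted p 0.00315 and 0.0102). Dhcr7 (1.25 ± 0.12), Rimklb (1.09 ± 0.12), Glrx2 (1.10 ± 0.14), Pdzd2 (-1.28 ± 0.14), Arap2 (-1.42 ± 0.17) and Pglyrp1 (-1.88 ± 0.23) were named, with adjusted p from 4.17e-04 to 0.00169. The last 3 did not pass against line 1 alone, with -0.42, -0.75 and -1.19 (adjusted p 0.53, 0.208 and 0.159, the highest over the alternatives, whose lowest were 7.38e-13, 3.33e-24 and 2.85e-17). Duxbl1 differed by -2.37 ± 0.44 (adjusted p 0.0262, or 0.0857 against line 1 alone and 0.0791 against line 2 alone, with 5.22e-09 the lowest over the alternatives). Its level was higher than in WT by 1.90 without DOX (adjusted p 6.36e-04) and differed by -0.48 with DOX (adjusted p 0.104). The 2C list had an interaction of -0.77 (adjusted p 0.690, 0 called under either adjustment), which was 0.28 without TRIM24-KO without DOX replicate 2. The DOX-induced list had an interaction of -0.09 (adjusted p 0.951, 12 called and 24 adjusted over the list alone). It lay between -0.39 without TRIM24-KO with DOX replicate 2 and 0.29 without TRIM24-KO without DOX replicate 2. Of its 502 genes 392 were at the floor, and the median over the other 110 was 0.13. For the 2C list 20 of 34 were at the floor, and the median over the other 14 was -0.91.

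TRIM33-KO differed from the mean of both WT pLV2 lines at 4261 genes without DOX (2282 higher, 1979 lower) and 20 repeat subfamilies. With DOX it differed at 4809 genes (2726 higher, 2083 lower) and 660 repeat subfamilies, 655 of them higher. RLE factors gave 3100 higher and 1614 lower genes with DOX, and DESeq2 gave 2516 and 1226. The choice of the WT line moved the gene counts most. Against line 2 alone 273 genes differed without DOX and 615 with DOX, and against line 1 alone 7350 and 7759. For repeat subfamilies these counts were 21 and 438 against line 2 alone and 129 and 702 against line 1 alone. With DOX 430 repeat subfamilies were called in the same direction against both lines. Epha4 (1.70), Xlr3a (3.96), Gm9732 (4.55), Pdgfc (-1.81) and Pcsk6 (-0.98) were named beside Trim33 without DOX. Pcsk6 did not pass against line 2 alone, with -0.23 (adjusted p 0.25). With DOX, MERVL-int was higher by 1.45 ± 0.13 (adjusted p 2.58e-07) than in the mean of the lines and by 0.70 ± 0.16 than in line 2 alone (adjusted p 0.00274). Dux differed by 0.17 ± 0.21 (adjusted p 0.593), or by 0.04 without TRIM33-KO with DOX replicate 1. It differed by -0.28 against line 1 alone (adjusted p 0.358) and by 0.61 against line 2 alone (adjusted p 0.218). All 34 tested genes of the 2C list were higher, with a median of 1.25 and an adjusted p of 2.53e-04 (33 called, 34 adjusted over the list alone). Of 502 DOX-induced genes 499 were higher, with a median of 1.13 and an adjusted p of 8.54e-05 (454 called, 474 adjusted over the list alone). These list values are against the mean of the lines. Zscan4c and Zscan4d were higher than in line 1 alone by 2.15 and 2.86. Against line 2 alone they were higher by 0.63 and 0.68, neither past the threshold (adjusted p 0.0738 and 0.096). Part of the list values may therefore be a difference between the WT lines. Without DOX the 2C median was -0.05 (adjusted p 0.941, 0 called under either adjustment), which was -0.43 without TRIM33-KO without DOX replicate 1 and 0.09 without replicate 2. The DOX-induced median was 0 (14 called, 4 adjusted over the list alone).

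The DOX effect in TRIM33-KO differed from that in the mean of the WT pLV2 lines for 100 genes (86 more positive, 14 more negative) and 396 repeat subfamilies (393 more positive). Against line 2 alone 0 genes passed, with 816 at an unadjusted p under 0.05, and 1 repeat subfamily, with 246 of 965 at an unadjusted p under 0.05. Against line 1 alone 281 genes and 449 repeat subfamilies passed. The interaction for MERVL-int was 1.44 ± 0.19 (adjusted p 1.86e-04) against the mean and 0.45 (adjusted p 0.21, the highest over the alternatives, whose lowest was 2.05e-135) against line 2 alone. Against line 2 alone it was 0.53 for MT2_Mm (adjusted p 0.162) and 0.65 for IAPEz-int (adjusted p 0.065), but 0.21 for GSAT_MM (adjusted p 0.739) and -0.70 for Zscan4c. The level of Zscan4c was higher than in line 2 by 1.33 without DOX and by 0.63 with DOX, neither past the threshold. The 2C list had an interaction of 1.45 (adjusted p 0.346, 0 called under either adjustment), which was 3.02 against line 1 alone and -0.09 against line 2 alone. The DOX-induced list had an interaction of 1.07 (adjusted p 0.442, 26 called and 42 adjusted over the list alone). At the floor were 20 of 34 genes of the 2C list and 385 of 502 DOX-induced genes. The medians over the other 14 and 117 genes were 1.39 and 0.95.

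**Figure D2:**
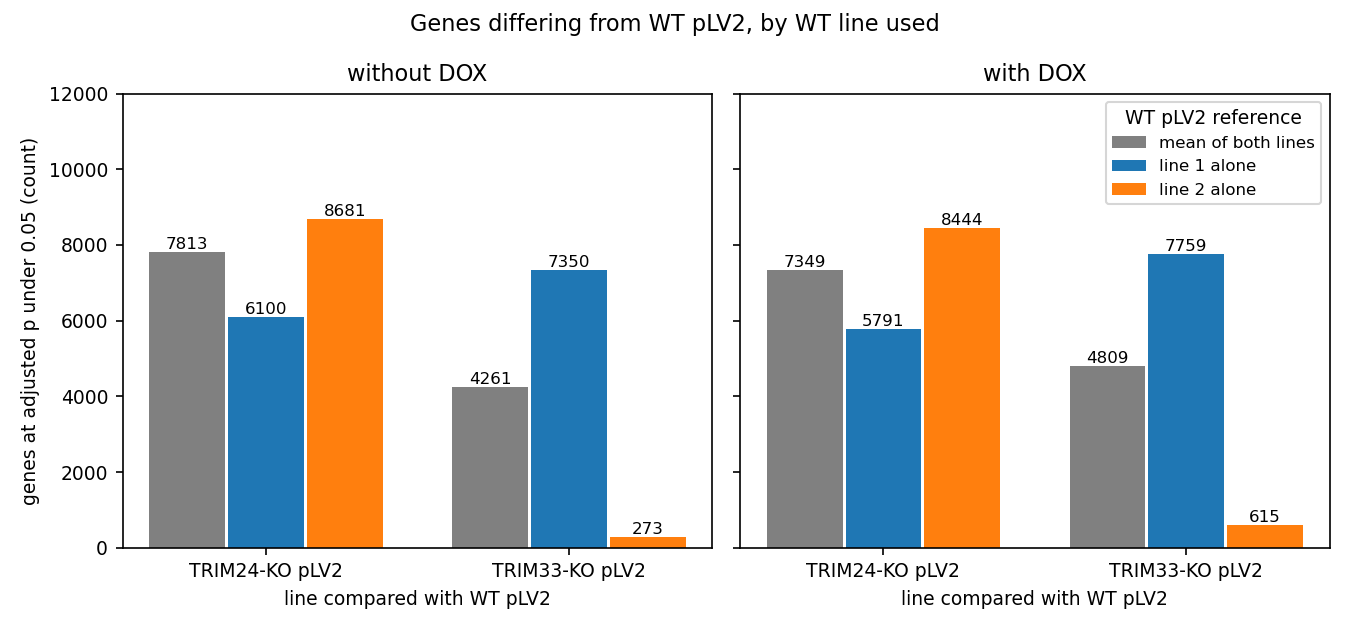
Number of genes at an adjusted p under 0.05 between each knockout of the pLV2 set and WT pLV2, without and with DOX, with bars for the mean of both WT lines, line 1 alone and line 2 alone (2 libraries per group). TRIM33-KO differed from line 2 at 273 and 615 genes and from line 1 at 7350 and 7759, while libraries labelled TRIM24-KO differed from each line at 5791 genes or more.

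The WT pLV2 lines, which share a label apart from their number, were compared with each other. They differed at 6886 genes without DOX (3413 higher in line 2, 3473 lower) and 7219 with DOX (3515 and 3704). The larger direction depended on scaling, with 3900 higher and 3187 lower under RLE factors and 3195 and 2584 under DESeq2 with DOX, and 3675 and 3154 without CT010467.1 without DOX. Of the genes that differed, 1746 and 2041 had an absolute log2 fold change of at least 1. The repeat subfamilies that differed were 113 and 527. Rian (8.15), Meg3 (8.50), Mirg (at least 108-fold), Nod1 (-5.64), Hspb1 (-1.65) and AU015836 (-2.54) were named without DOX. With DOX, MERVL-int was higher in line 2 by 1.502 ± 0.16 (adjusted p 5.57e-06) while Dux was lower by -0.89 ± 0.24 (adjusted p 0.00773). The DOX effect differed between the lines for 44 genes (34 more positive in line 2, 10 more negative) and 200 repeat subfamilies, all more positive. RLE factors gave 36 and 5 genes, and without a filter the count was 240. Zscan4c and Zscan4d differed by 4.31 ± 0.72 and 4.31 ± 0.74 (adjusted p 0.017 and 0.0205), and MERVL-int by 1.98 ± 0.22 (adjusted p 6.96e-05). At the genes that differ at least 2-fold between the lines, TRIM33-KO lay nearer line 2 for 91.6% of 1746 without DOX and 90.6% of 2041 with DOX. Libraries labelled TRIM24-KO lay nearer line 2 for 29.3% and 30.5%. Of the genes higher in line 2 than in line 1 without DOX, 1763 were also higher in TRIM33-KO than in the mean of the lines, and of those lower, 1530 were also lower.

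Median log2 fold changes were compared between chromosomes, a comparison chosen after the values were seen. Genes of chromosomes 1, 8 and 11 were higher in line 2 than in line 1 by a median of 0.40, 0.31 and 0.41 without DOX and 0.38, 0.31 and 0.40 with DOX, while the other autosomes apart from chromosome 6 had medians from -0.22 to -0.05 without DOX. All 20, 13 and 13 bins of 10 Mb on these chromosomes lay above the median of the other chromosomes. On chromosome 6, 102 genes from 0 to 40 Mb were higher in line 2 by a median of 1.41 without DOX and 1.38 with DOX, against 0.19 and 0.18 on the rest of it. That rest was not uniform. Without DOX its bin medians lay from -0.16 to 0.11 between 40 and 110 Mb and from 0.33 to 0.54 between 110 and 150 Mb. Libraries labelled TRIM24-KO were higher than line 1 by a median of 0.84 and 0.90 at 316 genes from 0 to 110 Mb, a stretch that holds Trim24. Against line 2 without DOX they were lower in each bin from 0 to 40 Mb, by -0.50 from 30 to 40 Mb, where Trim24 lies. Libraries labelled DUXBL-KO were lower than WT by a median of -0.82 and -0.89 at 68 genes from 40 to 60 Mb, where 57 genes were lower, and by -0.54 and -0.51 from 110 to 120 Mb. Chromosome 11 was lower in them by a median of -0.19 and -0.17 over 983 genes, with 0 of its 13 bins above the other chromosomes in either DOX state. Of the 7 genes called in DUXBL-KO against WT without DOX, 5 lie from 40 to 60 Mb, and of the 13 called with DOX, 8 do, among 111 tested there. With the replicate block 46 of 402 and 48 of 459 do. In TRIM33-KO the medians of chromosomes 1, 8 and 11 differed from line 1 by 0.46, 0.39 and 0.39 and from line 2 by 0.06, 0.09 and -0.01, without DOX. Without DOX, its bin medians from 0 to 40 Mb of chromosome 6 lay 1.40 to 1.63 above line 1. Against line 2 these medians were 0.01 to 0.08. Libraries labelled TRIM24-KO differed from line 1 by -0.001, -0.05 and -0.06 on chromosomes 1, 8 and 11, without DOX.

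**Figure D3:**
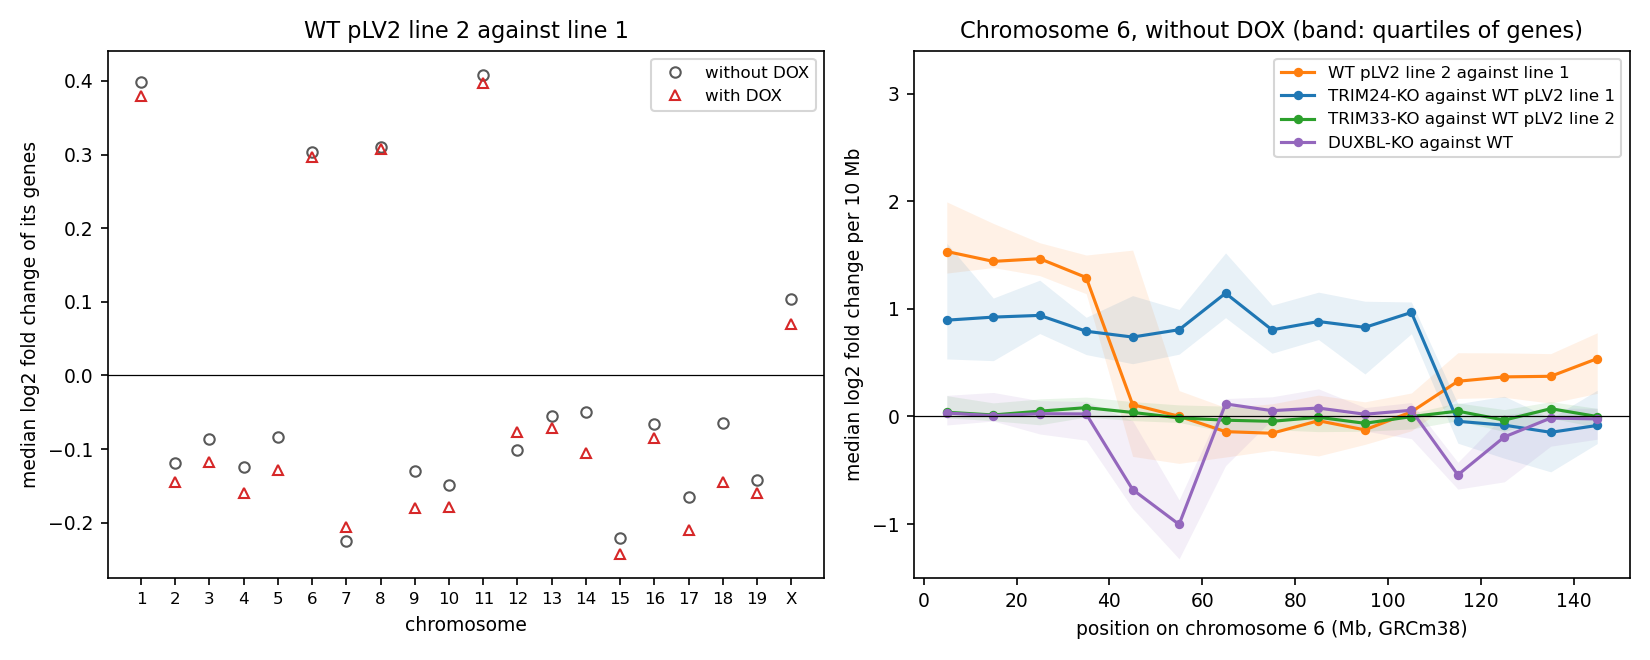
Left, the median log2 fold change of the genes of each chromosome between WT pLV2 line 2 and line 1, without DOX (circles) and with DOX (triangles); right, medians per 10 Mb of chromosome 6 without DOX (lines) with the quartiles of the genes (bands) for 4 comparisons. Chromosomes 1, 6, 8 and 11 stand at 0.30 or more, and on chromosome 6 line 2 is higher by 1.41 up to 40 Mb, libraries labelled TRIM24-KO by 0.84 up to 110 Mb, and libraries labelled DUXBL-KO are lower by -0.82 from 40 to 60 Mb.

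The Y-linked genes Ddx3y, Eif2s3y, Uty and Kdm5d summed to 1200 and 3039 counts in WT without DOX and to 291 and 121 in libraries labelled DUXBL-KO. They summed to 548 and 2082 in WT pLV2 line 1, 1776 and 2243 in line 2, 13 and 12 in libraries labelled TRIM24-KO and 69 and 70 in TRIM33-KO, all without DOX. Replicate 2 exceeded replicate 1 in each of the WT groups, by 1.60 to 3.56 times in CPM. Usp9y, which is also on the Y chromosome, rose with DOX in every line, from between 0 and 8 counts to between 192 and 756 counts per library.

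**Figure D4:**
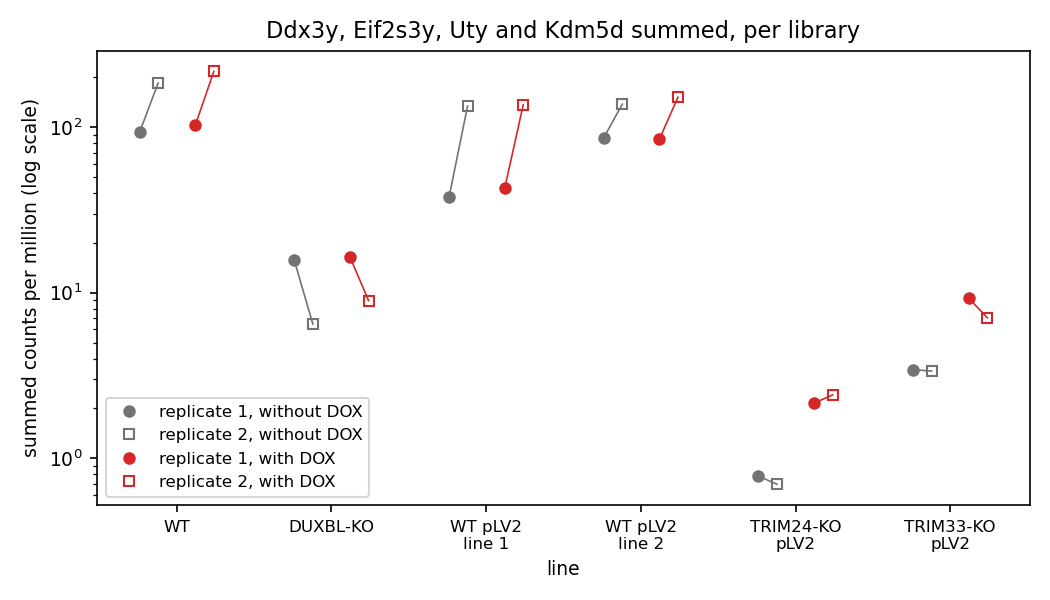
Summed CPM of Ddx3y, Eif2s3y, Uty and Kdm5d in each library (log axis), by line, replicate and DOX, with lines joining the 2 libraries of a group. WT lines stand between 37.6 and 217 CPM, libraries labelled DUXBL-KO between 6.47 and 16.4, libraries labelled TRIM24-KO between 0.70 and 2.41 and TRIM33-KO between 3.36 and 9.24.

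The interaction effects of the knockouts were compared across 17241 genes tested in both sets. Genes are not independent replicates, so these 4 Spearman correlations are descriptive and carry no p-value. The correlation of DUXBL-KO with TRIM24-KO was 0.00614, with TRIM33-KO 0.120 and with the difference between WT pLV2 lines 0.0751. Across fits that each left out 1 library these ranged from -0.085 (without DUXBL-KO without DOX replicate 2) to 0.0847 (without DUXBL-KO without DOX replicate 1), from -0.0142 to 0.191 and from -0.0243 to 0.142. The lowest and highest values of the latter pair came without WT with DOX replicate 2 and without WT with DOX replicate 1. TRIM24-KO and TRIM33-KO correlated at 0.100, which became 0.186 without WT pLV2 line 2 without DOX replicate 1. Both share their WT libraries, and simulated unchanged groups set against shared WT libraries correlated at 0.317 on average (0.295 to 0.335 over 20 simulations). With a dispersion of its own for each group they correlated at 0.284 (0.273 to 0.299). The observed value lies below these and ran from 0.0747 to 0.365 over the alternatives. The highest came with line 1 alone as the reference, to which the simulated values do not apply. Effects peculiar to each line would lower the observed correlation, so how much of it comes from the shared libraries was not determined. The setting that moved the first 3 most was to use only the 499 genes induced in both WT sets, with 0.109, -0.0452 and -0.206.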

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

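The results given here are those whose DOX effect differed between lines by a test of the difference itself. The tests of a shared line background, of the gene CT010467.1 and of the Dux level were chosen only after the result was seen.

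The DOX effect in libraries labelled TRIM24-KO differed from that in the mean of the WT pLV2 lines for 70 genes and 13 repeat subfamilies. The dispersion of these libraries with DOX was 2.10 times the pooled value, so the p-values may be too small. Among the named genes, Dhcr7 (1.25), Rimklb (1.09) and Glrx2 (1.10) had a more positive effect and Pdzd2 (-1.28), Arap2 (-1.42), Pglyrp1 (-1.88) and Duxbl1 (-2.37) a more negative one. Against line 1 alone the latter 4 did not pass (adjusted p 0.53, 0.208, 0.159 and 0.0857), and Duxbl1 did not against line 2 alone either (0.0791). The value of Duxbl1 comes mainly from a higher level without DOX, by 1.90 against WT, while with DOX it differed by -0.48 (adjusted p 0.104). The tables argue against CT010467.1, which took 30.4% of gene counts in TRIM24-KO with DOX replicate 2, as the whole cause. With that gene left out 47 genes passed, and 43 of the 70 were among them. The choice of the WT line stays open as a cause. Only 12 genes were called in the same direction against line 1 alone and against line 2 alone, out of 36 and 61, so most of the 70 may reflect a difference between the WT lines. Pdzd2 itself differed by 1.71 between the lines. A biological effect of TRIM24 was not separated from these. Without DOX, Trim24 transcripts in these libraries were higher than in line 1 by 0.42 and lower than in line 2 by -0.47.

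The DOX effect in TRIM33-KO differed from that in the mean of the WT pLV2 lines for 100 genes and 396 repeat subfamilies. The repeats MERVL-int (1.44), MT2_Mm (1.37), IAPEz-int (1.09) and GSAT_MM (0.96) and the genes Arhgap8 (1.14), Zfp809 (1.12) and Rxra (1.09) responded more, and Pfkfb3 (-0.86), Plekha2 (-0.68) and Elf3 (-0.50) had a more negative effect. A candidate explanation is that TRIM33-KO has the line background of WT pLV2 line 2. Against line 2 alone 1 repeat subfamily and 0 genes passed, with 246 of 965 repeat subfamilies and 816 genes at an unadjusted p under 0.05. The interactions against line 2 were 0.45 for MERVL-int, 0.53 for MT2_Mm, 0.65 for IAPEz-int (adjusted p 0.065), 0.21 for GSAT_MM (adjusted p 0.739), -0.70 for Zscan4c, -1.01 for Zscan4d, -2.14 for Dux and -0.09 for the 2C list. None of these passed. The negative values of Zscan4c, Zscan4d and Dux rest on their levels without DOX, which were higher than in line 2 by 1.33, 1.69 and 2.75. With DOX these genes were also higher than in line 2, by 0.63, 0.68 and 0.61, and none of these differences passed. Whether the background of line 2 accounts for all of the difference in the response stays open. The test against line 2 had 2 libraries per group. In simulated data with the mean of both lines as reference 158 of 200 interactions were recovered, but these were log2 changes of 1 or 2. That simulation does not show how often changes of 0.45 to 0.65 would be found against line 2 alone. An effect of the TRIM33 deletion on the response therefore remains open but rests on the reference chosen. With DOX, MERVL-int was higher in TRIM33-KO than in line 2 alone by 0.70 (adjusted p 0.00274), a difference that is not itself a test of the response. Likewise 438 repeat subfamilies differed from line 2 alone with DOX, and 21 without DOX.

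The DOX effect differed between the WT pLV2 lines for 44 genes and 200 repeat subfamilies, although their titles differ by a number alone. Zscan4c (4.31), Zscan4d (4.31), GSAT_MM (1.51), IAPEz-int (0.88), MERVL-int (1.98), MT2_Mm (1.66), Pdzd2 (1.71), Dcbld1 (1.09) and Zfp516 (1.02) responded more in line 2, and Lonrf3 (-1.76), Socs3 (-0.62) and Hmgn3 (-2.07) had a more negative effect there. The values of Zscan4c and Zscan4d rest in part on their levels without DOX, which were lower in line 2 by -2.79 and -2.13. A higher level of the counted Dux transcripts at harvest is argued against, since these were lower in line 2 with DOX by -0.89. Transgene and endogenous copies cannot be told apart in that count, and it may not cover all of them. The total Dux level therefore stays open. A Dux level that was higher earlier in the 16 h, and lines or preparations that differ in other ways, may explain the result and were not tested, and the labels give no biological difference between the lines.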

How the results depend on the processing

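The 26 counts, 28 list values, 200 values of named genes and 4 correlations were computed under the 15 alternatives that apply to each. Unless a cause is stated below, the cause was not tested. The 2C list rose with DOX in each line under each alternative. The replicate block, which is given beside plain-set results, changed the calls of 5 of the 200 named values and no list call. They were Duxbl1 in WT and in DUXBL-KO, GSAT_MM in WT, Zfp352 in DUXBL-KO against WT with DOX and, in the pLV2 set, Pou5f1 in WT pLV2.

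With RLE factors the interaction of TRIM24-KO held for 44 genes (28 more positive, 16 more negative) and 20 repeat subfamilies. Pou5f1 with DOX in WT moved from -0.0011 to 0.0145, and Trim24 in TRIM24-KO against WT without DOX from -0.03 to 0.0056. No filter on low counts gave 1083 DOX genes in WT, 1501 in DUXBL-KO, 545 and 837 genes between DUXBL-KO and WT without and with DOX, and 240 for the interaction of the lines. The interactions held for 11 (DUXBL-KO), 224 (TRIM24-KO) and 326 (TRIM33-KO) genes. Repeat subfamilies numbered 208 for DOX in WT and 4 and 118 for the interactions of DUXBL-KO and TRIM24-KO. Adjusted p-values became far smaller in that fit, so its counts are weak evidence. Pou5f1 was 0.0225 and Trim24 0.0056 there. Correlations became 0.0323 (DUXBL-KO with TRIM33-KO), 0.0166 (with the lines) and 0.257 (TRIM24-KO with TRIM33-KO).

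With the replicate block DOX changed 929 genes and 152 repeat subfamilies in WT and 1536 genes in DUXBL-KO, and DUXBL-KO differed from WT at 402 and 459 genes. In the pLV2 set, where 6 of 28 pairs of groups correlated over 0.1, it moved no count by more than 1.5 times, and Pou5f1 passed with DOX in WT pLV2 (adjusted p 0.0476, and 0.0142 to 0.36 over the alternatives). With repeats in the library sizes the DOX-induced list in TRIM24-KO against WT with DOX moved from -5.91e-04 to 0.0070. Without CT010467.1, chosen after seeing the data, the interaction of TRIM24-KO held for 24 repeat subfamilies, and Trim24 was 0.0137. DESeq2 gave 171 and 164 genes between DUXBL-KO and WT, 1, 178 and 119 interaction genes for DUXBL-KO, TRIM33-KO and the lines, 138 repeat subfamilies for DOX in WT and 48 for the interaction of TRIM24-KO. Its Pou5f1 was 0.0145, its Trim24 0.0055, and the medians were 10.19 (2C, DOX in WT pLV2), -0.32 (pluripotency, DOX in TRIM33-KO) and 1.28 (DOX-induced, interaction TRIM33-KO).

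With only the compared groups in the fit, which leaves fewer libraries to estimate the spread, DOX changed 1 gene and 35 repeat subfamilies in WT and 1789 genes in TRIM24-KO. DUXBL-KO differed from WT at 0 genes without DOX, with 1264 at an unadjusted p under 0.05, and at 1 gene with DOX. The interaction of TRIM24-KO held for 39 genes. Pou5f1 was 0.0016. The 2C list in WT was 11.46 (adjusted p 0.0768) and the pluripotency list in TRIM24-KO -0.189 (adjusted p 0.106). An absolute log2 fold change of at least 1, which drops small changes by construction, gave 1650, 1347 and 2230 DOX genes in WT pLV2, TRIM24-KO and TRIM33-KO, and 1746 and 2041 between the lines. It gave 2279 and 2249 for TRIM24-KO against WT, 599 and 1177 for TRIM33-KO, and 27 and 36 interaction genes.

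With WT pLV2 line 1 alone DOX changed 2907 genes, TRIM33-KO differed from WT at 7350 and 7759 genes, and 36 (TRIM24-KO) and 281 (TRIM33-KO) interaction genes and 5 repeat subfamilies (TRIM24-KO) passed. In TRIM24-KO the 2C list became -0.98 without DOX, 0.0698 with DOX and 1.08 for the interaction, and the DOX-induced list 0.50 with DOX and 0.72 for the interaction. The 2C interaction of TRIM33-KO became 3.02 (adjusted p 0.0188, and 1.68e-08 to 0.911 over the alternatives). In TRIM24-KO, Trim24 became 0.42, MERVL-int 0.64 and MT2_Mm 0.60 with DOX and 0.81 and 0.63 for the interaction (-1.17 and -1.03 with line 2 alone), and Dux in TRIM33-KO with DOX became -0.28. The correlations were 0.0410 (DUXBL-KO with TRIM24-KO) and 0.365 (TRIM24-KO with TRIM33-KO). With line 2 alone TRIM33-KO differed at 273 and 615 genes, and its interaction held for 0 genes, with 816 at an unadjusted p under 0.05, and 1 repeat subfamily. The interaction of TRIM24-KO held for 137 repeat subfamilies. In TRIM24-KO with DOX the 2C list was -0.94 (adjusted p 0.00503), the DOX-induced list -0.53 (adjusted p 0.0431) and Zfp352 -0.0938. The 2C list of TRIM33-KO was 0.73 without DOX and -0.0853 for the interaction. The correlations were -0.0419 and 0.173.

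Camera with the preset correlation uses the same medians and passed for DUXBL-KO with 1.99, 0.59 and -1.27 (2C without DOX, with DOX and interaction) and 0.62 and 0.38 (DOX-induced with DOX and interaction). It passed for TRIM24-KO with -0.51 and -0.77 (2C with DOX and interaction) and for TRIM33-KO with 1.45 and 1.07 (interactions of 2C and DOX-induced). With the estimated correlation the pluripotency list no longer passed with -0.17, -0.19 and -0.40 (WT pLV2, TRIM24-KO, TRIM33-KO). Over the 499 genes induced in both WT sets the correlations were 0.109, -0.0452, -0.206 and 0.187. A mean of at least 10 counts changed no call among the 200 named values.

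Across the 24 fits that each left out 1 library, the 2C list in DUXBL-KO against WT ranged from 0.77 to 2.63 without DOX, from 0.0688 to 1.47 with DOX and from -1.87 to -0.39 for the interaction. The DOX-induced list ranged from 0.25 to 1.23 with DOX and from 0.0992 to 0.82 for the interaction. WT with DOX replicate 2 gave the lowest and WT with DOX replicate 1 the highest of these values with DOX. The 2C list in TRIM24-KO ranged from -0.59 to 0.61 without DOX, from -0.73 to -0.34 with DOX and from -1.18 to 0.28 for the interaction, and the DOX-induced list from -0.29 to 0.24 with DOX and from -0.39 to 0.29 for the interaction. In TRIM33-KO the 2C list ranged from -0.43 to 0.0918 without DOX and from 1.08 to 1.69 for the interaction, and the DOX-induced interaction from 0.98 to 1.29. The 2C list with DOX ranged from 9.99 to 10.15 in WT pLV2, from 8.68 to 10.44 in TRIM24-KO and from 11.23 to 11.87 in TRIM33-KO. The pluripotency list with DOX ranged from -0.0801 to -0.0216 in WT, from -0.18 to -0.0619 in DUXBL-KO, from -0.22 to -0.12 in WT pLV2, from -0.29 to -0.11 in TRIM24-KO and from -0.41 to -0.35 in TRIM33-KO. The correlations ranged from -0.085 to 0.0847, from -0.0142 to 0.191, from -0.0243 to 0.142 and from 0.0785 to 0.186. The count of DOX genes in WT pLV2 ranged from 4785 to 5789.

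Of the 200 named values, 8 reversed under at least 1 alternative, in 15 combinations of value and alternative, each given above. In all, 20 of 1142 values changed sign when 1 library was left out. Named values, some of them among the 8 that reversed, also changed their side of the threshold. They were 16 stronger without a filter, 6 with DESeq2, 5 with the block, 3 with repeats in the library sizes and 1 each with RLE factors and without CT010467.1. With only the compared groups 20 were weaker and 1 stronger, with line 1 alone 5 were weaker, and with line 2 alone 12 were weaker and 5 stronger. The 200 values do not cover every named value printed above. Zscan4c in TRIM24-KO with DOX, which lost its call against line 1 alone (adjusted p 0.674), is not counted here. Nor are GSAT_MM (0.739) and IAPEz-int (0.065), which lost theirs in the interaction of TRIM33-KO against line 2 alone. The depth limits genes near the floor. Dux had at most 2 counts without DOX and Duxbl1 at most 45, so their differences without DOX are poorly resolved.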

Other observations

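The tests of line background, feeder RNA, copy number, the Y chromosome and the Dux level given here were chosen only after the result was seen. The tests of GC content, of other splits and of shared WT libraries were chosen before, though a correlation below the simulated ones was weighed, and the simulations with a dispersion for each group were added, only after it was seen.

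The 8 WT pLV2 libraries can be split into 4 and 4 in 35 ways. The split by DOX gave 1529 genes and the split by line gave 6036, so 2 of the 35 splits gave as many genes as the split by DOX, and the other splits gave at most 1. The split by DOX carries the difference between lines as noise. With a mean for each line and DOX state, line 1 alone gave 2907 DOX genes and line 2 alone 4788, so the response to DOX does not rest on the grouping.

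TRIM33-KO differed from the mean of the WT pLV2 lines at 4261 genes without DOX, and at 91.6% of the genes that differ at least 2-fold between those lines it lay nearer line 2. Most of those differences may therefore be the background of line 2 and not the deletion. The 273 genes called against line 2 alone, Trim33 among them, are less open to that explanation. Libraries labelled TRIM24-KO differed from line 1 alone at 6100 genes and from line 2 alone at 8681 without DOX, and the WT lines differed from each other at 6886. Differences between lines and effects of the TRIM24 label cannot be told apart, because a single line carries the label.

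With DOX, Dux was higher in libraries labelled DUXBL-KO than in WT by 1.64 (adjusted p 0.341). Library depth is argued against as the cause, since the effective library sizes of these groups differed by at most 0.265 (log2). The counts were 23 and 20 in WT and 75 and 52 in libraries labelled DUXBL-KO. A different induction of the transgene may explain the value, which was not tested.

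Genes lower and higher in WT pLV2 line 2 than in line 1 were weighed against RNA from fibroblast feeder cells, since the protocol names gelatin and feeders. Of 12 tested fibroblast genes, 1 of which is also on the DOX-induced list from WT pLV2, 9 were higher in line 2 without DOX, with a median of 1.00 (adjusted p 1.53e-04, 10 called and 11 adjusted over the list alone). The median was 0.74 with DOX (adjusted p 0.0158), -0.72 in libraries labelled TRIM24-KO against WT (1.53e-04), 0.15 in TRIM33-KO (0.0649) and -0.13 in libraries labelled DUXBL-KO (0.442). Feeder RNA is argued against as the whole cause, since 733 genes were at least 2-fold lower in line 2, which dilution by a small share of other cells does not give. Col1a1 stood at 1.63 CPM in line 1 and 3.37 in line 2, and Fstl1 at 85.6 and 47.4. A small share of feeder cells stays possible.

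Chromosomes 1, 8 and 11 were higher in line 2 than in line 1. GC content is argued against, since the smallest shift of chromosomes 1, 6, 8 and 11 was 0.315 after the trend with GC content and length was removed. All bins of 10 Mb of chromosomes 1, 8 and 11 (100% in both DOX states) lay above the other chromosomes, so a different number of copies in part of the cells may explain the shift. On chromosome 6 the segments from 0 to 40 Mb (line 2), 40 to 60 Mb (DUXBL-KO) and 0 to 110 Mb (TRIM24-KO) were tested. Their smallest shift after the same correction was 0.844, and at least 83.8% of a segment's genes moved together, which is consistent with a segmental copy-number difference between lines. A stretch from 110 to 120 Mb, which was not among these, was lower in libraries labelled DUXBL-KO by -0.54 and -0.51 after the correction. Of the calls of these libraries against WT, 5 of 7 and 8 of 13 lie from 40 to 60 Mb, or 46 of 402 and 48 of 459 with the replicate block. Trim24 lies in the segment that is raised in libraries labelled TRIM24-KO. Its value against line 1 of 0.42 is below the median of 0.84 there. Against line 2 its value of -0.47 is close to the median of -0.50 from 30 to 40 Mb without DOX, and with DOX its value of -0.61 is below the median of -0.39. In libraries labelled DUXBL-KO chromosome 11 was lower than in WT by -0.20 and -0.17 after the correction, with 0 of its 13 bins above the other chromosomes, and the same reading applies to it. DNA was not measured, so copy number remains a hypothesis, and no biological explanation was tested.

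Y-linked genes were low in the knockout lines and differed between replicates in WT. A loss of the Y chromosome in a varying part of the cells stays open. Over 8 libraries the 4 genes departed from a common factor per library by a residual SD of 0.724 (log2). These were the libraries with at least 10 counts of each gene, all of them WT, so this does not test the knockouts. In libraries labelled DUXBL-KO without DOX, Ddx3y, Eif2s3y and Uty were lower than in WT by -3.29, -3.93 and -4.32. Of these only Eif2s3y passed (adjusted p 0.0395). Line and label cannot be told apart here. Usp9y rose with DOX in every line. It differed by 0.035 between libraries labelled TRIM24-KO and WT with DOX, while Ddx3y differed by -5.26. This argues against transcription from the Y chromosome that carries Ddx3y, and reads from a sequence elsewhere that matches Usp9y were not tested.

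TRIM24-KO and TRIM33-KO had interaction effects that correlated at 0.100 across genes. The WT libraries that both share gave 0.317 in simulated unchanged groups (0.295 to 0.335). With a dispersion of its own for each group they gave 0.284. The observed value is lower and ran from 0.0747 to 0.365 over the alternatives. The highest came with WT pLV2 line 1 alone as the reference. The simulated values were set beside the mean of both lines and do not apply to it. Sharing and a common effect of both labels cannot be told apart, because effects peculiar to each line would lower the correlation by an unknown amount.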
